A study of Escherichia coli str. K-12 substr. MG1655 with 10 samples. Its data were reported in "Elucidation of Regulatory Modes for Five Two-Component Systems in Escherichia coli Reveals Novel Relationships" (2020).

How the data were processed

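ChIP-exo libraries of 5 Escherichia coli K-12 MG1655 strains were compared, each strain carrying a myc-tagged response regulator and each assayed in 2 biological duplicates, which gave 10 libraries. ChIP-exo is chromatin immunoprecipitation followed by an exonuclease that trims the precipitated DNA towards the crosslinked protein. Per the labels, LB cultures at 37 °C of the BaeR and CpxR strains received 5% ethanol for 30 min once their OD600 was 0.5. KdpE cells were moved from 115 mM KCl to a Tris maleic acid medium with 0.1 mM KCl, PhoB cells spent 60 min in M9 without phosphate, and ZraR cells grew in LB with 1 mM ZnCl2. Groups and replicate numbers were taken from the sample titles. No input or mock library was analysed here, so the libraries of the other regulators served as background, and regulator and medium could not be separated except between BaeR and CpxR.

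The authors aligned the reads with Bowtie at default options after bcl2fastq, and the labels give no version of either for these libraries. The deposited values are signal, namely the raw read depth (coverage) at each position of each strand of the MG1655 chromosome (assembly ASM584v2), with 1 file per library and no scaling between libraries. Whether duplicate reads had been removed is not given in the sources used here. In the CpxR, PhoB and ZraR libraries the depth resolved fully into reads of 40 bases. In the BaeR and KdpE libraries it did not, so their read numbers are equivalents of 40 bases. Library depth ran from 2358047 to 5003267 such equivalents. The number of distinct read starts was 227729 in CpxR duplicate 2 and 1772769 in CpxR duplicate 1, so duplicate 2 held far fewer independent fragments.

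Gene positions came from the RefSeq table of the same assembly, with 4651 genes. The table used here gives no strand, so the planned window before each gene start was replaced by a window at each end of every gene, from 300 bp outside to 50 bp inside, which gave 9302 windows. For the genes of the lists, the promoter side was set from their known orientation, and both sides were kept for 6 genes. No genome sequence was used here, so the planned searches for recognition sequences were not run.

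The mean depth of each window, both strands summed, was divided by the median window of its library, and log2 of that value plus a pseudocount of 0.1 was fitted with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with trend and robust settings) over all 10 libraries. A count test was not used because the values are depth. Each regulator was contrasted with the mean of the 4 others, and BaeR with CpxR. Fold changes are therefore on the scale of depth plus pseudocount, which understates changes at low windows. Windows were called at a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change of at least 1. Totals for single regulators take higher windows, as planned, and list counts and BaeR against CpxR take both directions. Overlapping called windows were joined into loci. A planned filter on windows with a mean under 0.2 removed none. Simulated data for each regulator against the others had 200 of 9302 windows changed. All of those changed 4-fold were called (100%), as were 44% to 51% of those changed 2-fold, with 0 false calls among the unchanged windows. A 2-fold change is a log2 of 1, the call threshold itself, so the share called at 2-fold follows from that threshold. Of the windows changed 2-fold, 98% to 100% passed the adjusted p. BaeR against CpxR was not simulated. The simulation gave all libraries the same spread at a window, while the SD of the log2 difference between duplicates was 0.47 in CpxR and 0.13 in BaeR. It therefore does not give the false calls for CpxR.

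Binding regions were called in each library on its own, in bins of 100 bp every 50 bp. A bin counted at a depth of at least 5 times the median of the bins within 10 kb on either side, 1 unit of depth being added to both, with at least 10% of its signal on each strand. Runs of bins passing in both duplicates were merged within 100 bp. In simulated data with 60 added sites, 0% were found where the added reads were 2 times the background and 100% at 4 and at 8 times. That background was counted over a stretch wider than a bin, and the added reads were piled at the site. The outcome thus follows from the threshold of 5 and does not give the sensitivity at these multiples of bin depth. Overlap of at least 1 bp between region sets was tested one-sided with 1000 circular shifts round the chromosome, with Benjamini-Hochberg adjustment over 10 pairs. Border distance was the distance between the highest position of each strand within a region after smoothing over 5 bp. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9 were used.

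Gene lists were fixed before the data were examined: published and study-derived target promoters of the 5 regulators, transfer RNA genes, ribosomal RNA operons, ribosomal protein operons, cold shock genes, promoters of the heat shock sigma factor, sigma-54 and envelope stress sigma-E promoters, flagella, potassium transport, zinc homeostasis, galacturonate and glucuronate use, and promoters of other response regulator genes. The 16 lists with at least 5 windows were tested with camera at a preset correlation of 0.01, two-sided and adjusted over lists and contrasts, and again with an estimated correlation and with fry. The genes named were chosen by a rule of the same date: the promoters of each regulator's own operon or best known target, the 10 called windows with the largest change that were higher in both duplicates than in every other library, the published and study-derived targets, the 10 highest regions, up to 8 shared regions, and up to 3 members of each other list. Genes singled out beyond this rule are described as chosen after their values were seen. Alternatives covered limma without trend, scaling by total signal, the window, a cap on piled-up positions, the replicate number as a block, the pseudocount, the background libraries, each library left out in turn, and the thresholds and background of the regions. Library quality weights, removal of the origin to terminus trend, division by the median of the windows within 10 kb, another definition of the border, the larger pseudocount for BaeR against CpxR, and counts of list members under alternatives other than the window and the block were chosen after seeing the data.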

Results

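ChIP-exo signal was recorded for the response regulators BaeR, CpxR, KdpE, PhoB and ZraR, the DNA-binding partners in 5 two-component systems, to ask where each one sits on the chromosome under its own stimulus. There were 2 libraries per regulator. Read depth was 3705472 and 3694102 read equivalents for BaeR, 3822867 and 2358047 for CpxR, 3763596 and 3766130 for KdpE, 3785925 and 5003267 for PhoB, and 4844527 and 4864579 for ZraR. At least 97.4% of position-strands were covered in 9 of the libraries and 57.7% in CpxR duplicate 2, where each read start was seen 10.4 times on average. Window values below are depth over the library's median window, as mean ± SD with n = 2. Log2 fold changes carry the standard error of the limma fit, for 2 libraries against 8. That error pools the spread of all regulators, and the CpxR duplicates differed most (SD of log2 difference 0.47, against 0.13 to 0.21 in the others). It can therefore be too small for CpxR windows. With library quality weights it rose from 0.06 to 0.16 at cpxP and from 0.06 to 0.15 at cpxR in CpxR, and fell from 0.12 to 0.07 at spy in BaeR.

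Over 1 kb bins, duplicates resembled each other more than libraries of other regulators did. Pearson r of log2 signal within pairs was 0.986 for BaeR, 0.846 for CpxR, 0.959 for KdpE, 0.989 for PhoB and 0.982 for ZraR, across bins, which are not replicates. The mean within-pair r was 0.953, and no other way of pairing the libraries gave more than 0.886 (exact one-sided p = 0.0011). Libraries of different regulators had r between 0.344 and 0.792. In bins of 100 bp the CpxR duplicates had an r of 0.504, below the 0.711 between a CpxR library and one of another regulator. The chi-square per degree of freedom of the read counts of duplicates ran from 1.32 for BaeR to 15.4 for CpxR. It covers counting error only, and reads that share a start raise it by themselves, so it does not show whether duplicates differed beyond that. The tag sits before the stop codon of the tagged gene, so depth across that junction relative to the gene body was compared with the 8 other libraries. At kdpE it was 0.255 ± 0.011 in the KdpE libraries and 0.746 ± 0.248 elsewhere, and at phoB 0.362 ± 0.005 in the PhoB libraries and 0.974 ± 0.255 elsewhere (exact permutation p = 0.0222 for each, the smallest the 45 splits can give, adjusted p = 0.0556). Over a width of 200 bp the exact p was 0.0889 at kdpE and 0.0222 at phoB (adjusted p = 0.222 and 0.111). The differences at baeR, cpxR and zraR had exact permutation p of 0.156, 0.133 and 0.244. At cpxR only CpxR duplicate 1 was low (0.394), and duplicate 2 stood at 0.928 against 0.889 ± 0.102 elsewhere.

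KdpE, ZraR, PhoB and BaeR each had their highest contrast at a promoter already known as theirs. The kdpF window (b4513, 728772 to 729121), at the start of the potassium uptake operon, held 172 ± 7.46 times the median window in KdpE and at most 1.94 in any other library, a log2 fold change of 7.25 ± 0.10. The zraP window (b4002, 4201639 to 4201988), between the zinc-binding periplasmic protein ZraP and zraSR, held 99.4 ± 10.2 in ZraR (log2 5.95 ± 0.08). At pstS (b3728, 3911476 to 3911825), the phosphate-binding protein of the Pst transporter, PhoB held 16.4 ± 0.26 (log2 3.34 ± 0.07), and at phoB itself (b0399, 416842 to 417191) 4.04 ± 0.04 (log2 2.06 ± 0.11). BaeR held 14.9 ± 0.49 at spy (b1743, 1825576 to 1825925), which encodes a periplasmic chaperone, and 12.5 ± 0.19 at mdtA (b2074, 2153716 to 2154065), the first gene of a multidrug efflux operon that includes baeSR. Limma adjusted p at these windows ran from 1.467e-12 at kdpF to 1.219e-07 at phoB. With piled-up positions capped, the log2 fold change fell to 2.79 at kdpF, 4.36 at zraP, 2.32 at pstS, 2.29 at spy and 1.85 at mdtA and was 2.06 at phoB, all still called. The 10 times larger pseudocount gave 6.40 at kdpF, 5.31 at zraP, 2.71 at spy and 1.40 at phoB.

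CpxR too had its highest contrast beside a published target, at the yccA and serT pair described below. The promoters of the Cpx system itself were less clearly separated between regulators. At cpxP (b4484, 4105520 to 4105869), encoding the periplasmic inhibitor of the sensor, CpxR held 9.46 ± 0.15, ZraR 6.40 ± 0.42 and PhoB 3.45 ± 0.06 (CpxR log2 1.60 ± 0.06). At the overlapping cpxR window (b3912, 4105621 to 4105970) ZraR held 10.9 ± 0.79 and CpxR 10.01 ± 0.19 (log2 1.39 ± 0.06 and 1.24 ± 0.06). That order turned with scaling by total signal, where ZraR stood at 0.97, no longer called, and CpxR at 1.30, and with division by the median of the windows within 10 kb (1.34 and 1.47). The CpxR call at cpxR ended with the window from 500 bp to the gene end (0.64) and with piled-up positions capped (0.81). ZraR also held 3.47 ± 0.22 and CpxR 2.57 ± 0.25 at mdtA. A contrast below 0 at another regulator's promoter comes partly from that regulator being in the background, so depth is given for these comparisons.

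**Figure D1:**
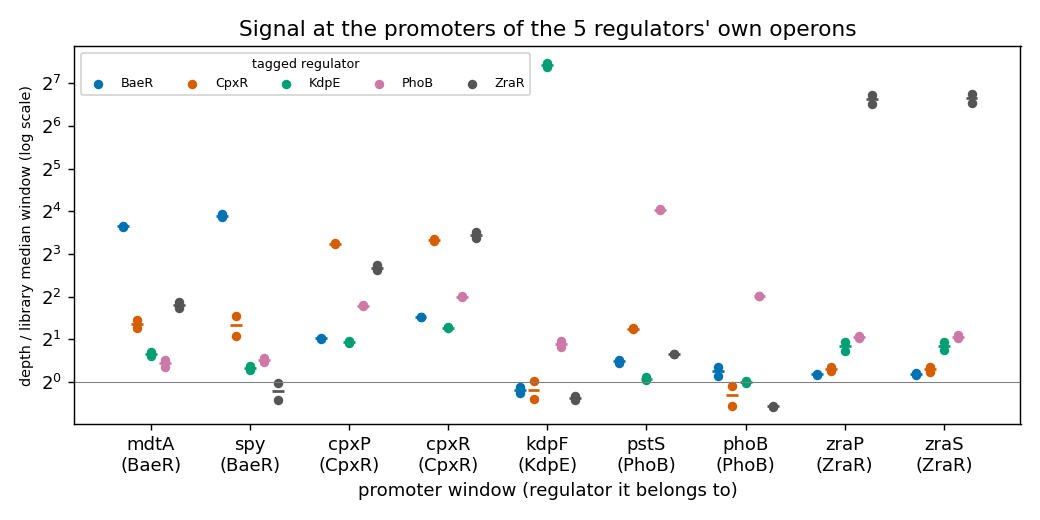
Depth over the library's median window (log axis) at the cognate promoters, with points for the 2 libraries of each regulator and a bar at their mean. KdpE at kdpF (172) and ZraR at zraP (99.4) stand highest, and at cpxR the ZraR and CpxR means lie at 10.9 and 10.01, an order that turned with scaling by total signal and with division by the median within 10 kb.

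In ethanol, the BaeR libraries were highest at spy and mdtA, with log2 fold changes of 3.32 ± 0.12 and 2.52 ± 0.08 over the other regulators. The divergent shiA and amn pair, for shikimate transport and AMP nucleosidase (shiA 2054910 to 2055259, log2 1.84 ± 0.11), the chitoporin gene chiP with chiZ (1.73 ± 0.08), the tryptophanase gene tnaA (b3708, 1.64 ± 0.10) and yqcE with ygcW (1.63 ± 0.10) followed. The region at tnaC, beside tnaA (3888351 to 3888750), was also called in CpxR and ZraR. Its fold over local background was 10.3 in BaeR, 6.52 in CpxR and 7.85 in ZraR. Of 14 promoters of the heat shock sigma factor 5 were called higher in BaeR, and 5 adjusted over the list alone, among them the chaperone genes dnaK (1.62 ± 0.12), ibpA (1.52 ± 0.08) and groS (1.20 ± 0.09). In camera this list had an adjusted p of 9.844e-07, and an adjusted p of 0.0645 with an estimated correlation. The count was 3 with the window from 500 bp to the gene end and with division by the median within 10 kb, and 2 with the larger pseudocount, and the groS call ended with that window and with that pseudocount (0.89 in both). In CpxR, in the same ethanol, the list was also higher in camera (adjusted p = 0.00406, adjusted p = 0.116 with an estimated correlation), with htpX called at 1.55 ± 0.08. Between BaeR and CpxR directly, htpX stood at -1.95, and dnaK, ibpA and groS stood at 0.70, 0.63 and 0.56, under the fold threshold. The efflux pump gene acrD, a published target, was at 0.14 ± 0.12 and was not called. From the study's direct targets 4 of 5 were called (4 adjusted over the list alone), with intF at 0.81 ± 0.12 under the fold threshold. BaeR did have a region at intF (297151 to 297300), shared with KdpE and ZraR, which are in the background of this contrast. Its fold over local background was 8.20 in BaeR, 5.87 in KdpE and 11.9 in ZraR. The tnaC and tnaA genes lie beside the same BaeR region, so their calls are not independent. The study lists tnaA, and not tnaC, as a direct target. The call at tnaC ended with the window from 500 bp to the gene end (0.94), with capped positions (0.96) and with the larger pseudocount (0.9988). The list of direct targets was chosen on these samples and is not independent evidence (camera adjusted p = 5.441e-09, adjusted p = 0.119 with an estimated correlation). In all, limma called 65 windows at 30 loci higher for BaeR, 114 with scaling by total signal and 24 with a 10 times larger pseudocount.

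The CpxR libraries in ethanol had many strong windows. Highest were the yccA and serT pair, yccA encoding a modulator of the FtsH protease (yccA b0970, 1031369 to 1031718, 82.7 ± 3.51 times the median window, log2 4.85 ± 0.06), the lactate permease gene lldP (b3603, 3777099 to 3777448, 4.65 ± 0.10), yagU with the aldehyde oxidase gene paoA (4.46 ± 0.11) and solA with yceJ (4.08 ± 0.11). Also higher were fimE and fimA of type 1 fimbriae at 3.36 ± 0.11, the periplasmic prolyl isomerase gene ppiA at 3.32 ± 0.07, the periplasmic protease gene degP at 2.32 ± 0.11 and the transpeptidase gene ldtD at 1.90 ± 0.11. Of the 42 windows of published CpxR promoters, 13 were called higher, and 13 adjusted over the list alone (camera adjusted p = 4.192e-09, adjusted p = 0.0668 with an estimated correlation). Among the study's direct targets 9 of 10 were called, 9 adjusted over the list alone, with yceI at 0.03 ± 0.12 as the exception, and that list too was chosen on these samples (camera adjusted p = 4.724e-13, adjusted p = 0.0645 with an estimated correlation). The study assigned each peak to all genes of an operon, so the window of yceI itself need not hold its peak. A CpxR region lay beside yceJ (1119001 to 1119600, 30.1 ± 5.28 times the local background). In the other lists, flhD, the master regulator of flagella, was higher at 1.87 ± 0.10, and rcsD at 1.27 ± 0.12, a call that ended with the larger pseudocount (0.92). Limma called 207 windows at 116 loci higher for CpxR, 102 with the larger pseudocount. Without the low-complexity duplicate 2 the count was 243.

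BaeR and CpxR were the only regulators assayed in the same medium and stimulus, so their libraries could be compared without a difference in medium. Depth resolved fully into reads of 40 bases in the CpxR libraries but not in the BaeR libraries. A difference in library handling is thus not separated from the regulator. Higher in BaeR were astE beside spy (log2 2.58 ± 0.15), sibB beside mdtA (2.31 ± 0.10), shiA (1.61 ± 0.14) and yffP (1.60 ± 0.08). Lower in BaeR, and so higher in CpxR, were serT beside yccA (-5.01 ± 0.09), lldP (-4.72 ± 0.12), solA (-4.14 ± 0.13), yagU (-3.89 ± 0.14) and yfgG (-3.40 ± 0.08). Limma called 302 windows, 55 higher in BaeR and 247 higher in CpxR. With CpxR duplicate 1 left out, the remaining low-complexity library gave 755 windows, 427 higher in BaeR and 328 higher in CpxR. With duplicate 2 left out there were 32 and 291. Scaling by total signal gave 85 and 217, and the larger pseudocount 9 and 111.

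KdpE was highest at the kdp operon itself. The kdpA window at its upstream end (b0698, 728683 to 729032) held 200.4 ± 7.55 times the median window, with a log2 fold change of 7.45 ± 0.08. Mean depth over the whole operon from 721056 to 728821 was 8.43 ± 0.04 times the library median, against 0.72 to 1.33 for the other regulators. The promoter binding region (728151 to 729350) reaches into that interval, so part of this mean is the promoter peak, and the share was not separated. Windows inside the operon were also higher, with kdpC at 1.95 ± 0.13. The rhsC window (729283 to 729632), at 2.24 ± 0.12, overlaps the edge of the kdp binding region. Elsewhere KdpE was higher at yqcC and the regulatory RNA gene csrB (1.93 ± 0.14), at uxaB with dgcF (1.92 ± 0.10), where ZraR was higher too (1.19 ± 0.10, and 0.77 and not called with scaling by total signal), at the divergent zinc transporter genes znuA and znuC (znuC 1.88 ± 0.12), and at pdeB (1.87 ± 0.08). At csrB the fold over local background was 18.4 in KdpE and 16.2 in ZraR, which also had a region there. Of the 9 zinc homeostasis windows 3 were higher (znuC, znuA and zinT) and 1 was lower, without a list result (camera adjusted p = 0.286), and 1 was higher with the larger pseudocount. The study's direct targets uxaC, for glucuronate and galacturonate use, and adeP, an adenine transporter gene, were at 1.10 ± 0.08 and 1.01 ± 0.08. Their calls ended with the larger pseudocount (0.89 and 0.78) and with capped positions (0.47 and 0.80), and that at adeP also with the other window (0.81) and without BaeR, CpxR or KdpE duplicate 2, PhoB duplicate 1 or ZraR duplicate 1 (0.98 at the lowest). Limma called 74 windows at 36 loci higher, 48 with the window from 500 bp to the gene end, 30 with the larger pseudocount and 56 without CpxR duplicate 2. The yqcC call ended with piled-up positions capped (0.96).

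In medium without phosphate, PhoB was highest at pstS, followed by the lipopolysaccharide core genes of the waa cluster. Depth from waaQ to waaU (3798239 to 3808098) was 7.30 ± 0.34 times the library median in PhoB, 2.63 ± 0.16 in CpxR and 1.20 to 1.67 in the others, and the waaP window (b3630) stood at a log2 fold change of 2.63 ± 0.14. The genes yhiL and yhiJ were higher at 2.32 ± 0.15. Of 34 windows of published PhoB promoters 5 were called higher, and 5 adjusted over the list alone: pstS, sbcD (2.14 ± 0.11), phoB, asr (1.40 ± 0.13) and the ATPase gene phoH (1.21 ± 0.10). The sbcD and phoB genes lie on either side of 1 PhoB region (416951 to 417150), so their calls are not independent. The porin gene phoE was at 0.90 ± 0.13 and was not called, and camera gave the list an adjusted p of 0.0649 (adjusted p = 0.535 with an estimated correlation). The asr and phoH calls ended with the larger pseudocount (0.88 and 0.71). Limma called 544 windows at 244 loci higher for PhoB, 169 with the larger pseudocount and 260 when each window was divided by the median of those within 10 kb. That last setting, chosen after seeing the data, ended the calls at waaJ (0.57), yibY (0.31), waaU (0.31), waaZ (0.25), asr (0.59) and phoH (0.92).

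In zinc, ZraR was highest at zraP and zraS, and was high at windows holding many stable RNA genes. The glyW, cysT and leuZ transfer RNA genes (1991742 to 1992091) held 39.9 ± 2.61 times the median window, with a log2 fold change of 3.99 ± 0.08, the argV and serV genes stood at 3.85 ± 0.07, proM and hisR at 3.78 ± 0.08, trpT with aspT at 3.50 ± 0.07, and the 5S ribosomal RNA gene rrfD at 3.45 ± 0.09. Transfer RNA genes were called higher in 14 of 16 windows, 14 adjusted over the list alone (median log2 1.499), ribosomal RNA operons in 7 of 7 windows, 7 adjusted over the list alone (median 1.56), and ribosomal protein operons in 4 of 18 windows, 4 adjusted over the list alone (median 0.85), and 1 with division by the median within 10 kb. With the window from 500 bp to the gene end 6 of the 16 transfer RNA windows were called (median 0.87), with scaling by total signal 9, and with the larger pseudocount 8. Cold shock genes were called in 3 of 5, and 3 adjusted over the list alone, cspA at 2.07 ± 0.07, deaD at 1.86 ± 0.13 and cspE at 1.53 ± 0.13. Camera gave these lists adjusted p of 2.436e-11, 2.316e-05, 2.309e-07 and 0.00566, and with an estimated correlation adjusted p of 0.0668, 0.327, 0.106 and 0.370. The magnesium transporter gene mgtA (b4242, 4467325 to 4467674) was higher at 2.28 ± 0.08, its leader mgtL at 1.18 ± 0.08, the zinc exporter gene zntA at 1.24 ± 0.09, and gcvB with ygdI at 3.67 ± 0.08. Of the 9 zinc homeostasis windows zntA was the 1 called higher in ZraR and zinT the 1 called lower (-1.13 ± 0.11), 6 passed limma's adjusted p on the lower side, and the median was -0.38 (camera adjusted p = 0.190). The zinT call ended with the other window (-0.70), the larger pseudocount (-0.65) and division by the median within 10 kb (-0.87), and the last also ended that at zntA (0.93). The mgtL and zntA calls ended with scaling by total signal (0.77 and 0.83), the other window (0.69 and 0.83) and the larger pseudocount (0.89 and 0.84). Limma called 733 windows at 276 loci higher, 390 with scaling by total signal and 383 with the larger pseudocount. That scaling moved the median of all windows by -0.38 for ZraR, 0.14 for BaeR and 0.11 for KdpE. The ZraR list medians for transfer RNA, ribosomal RNA and ribosomal protein became 1.09, 1.14 and 0.44, each fall being close to the shift of all ZraR windows. Reads from near-identical ribosomal or transfer RNA gene copies cannot be assigned to a single copy.

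**Figure D2:**
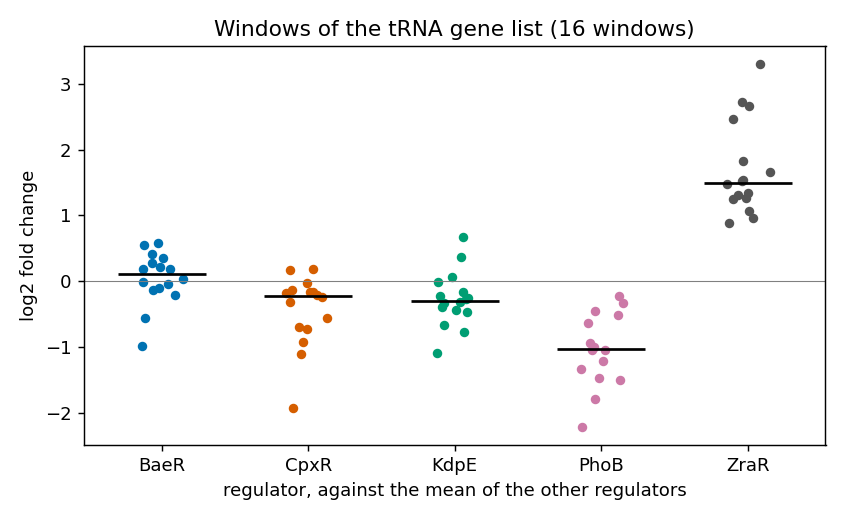
Log2 fold change of each regulator against the mean of the other regulators (vertical axis) at the 16 windows of the transfer RNA gene list, with 1 point per window and a line at the median. The ZraR median lies at 1.499 and the PhoB median at -1.03, and the points are windows, not replicates.

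In PhoB, 9 of 16 transfer RNA windows were called lower, 9 adjusted over the list alone (median -1.03, camera adjusted p = 7.652e-08, adjusted p = 0.0949 with an estimated correlation), for example alaX (-2.21 ± 0.08) and metY (-1.79 ± 0.07). The window from 500 bp to the gene end gave 3 (median -0.62) and the larger pseudocount 4. Of the 7 ribosomal RNA windows 0 were called lower in PhoB, since all 7 passed limma's adjusted p and none the fold threshold (median -0.64, camera adjusted p = 0.00607, adjusted p = 0.465 with an estimated correlation, fry adjusted p = 0.00403). In CpxR the ribosomal RNA median was further below 0 (-0.87), with rrsC called lower, and the transfer RNA median was -0.22. The rrsC call ended in several settings, among them the larger pseudocount (-0.78) and without CpxR duplicate 2 (-0.58). Ribosomal protein windows were lower in 3 of 18 in PhoB (1 with the larger pseudocount), rpmB at -1.49 ± 0.10 among them, and in 2 of 18 in CpxR, rpsM and rpmI. Both CpxR calls ended with the larger pseudocount (-0.83 and -0.75) and with division by the median within 10 kb (-0.40 and -0.65). That at rpsM also ended with the other window (-0.91) and without CpxR duplicate 2 (-0.99), and that at rpmI with scaling by total signal (-0.97), with the trend removed (-0.97) and without duplicate 1 (-0.93). These contrasts include ZraR in the background, so part of each follows from its high values. Promoters of the heat shock sigma factor were lower in KdpE in 3 of 14 windows (camera adjusted p = 3.764e-07, adjusted p = 0.0645 with an estimated correlation), fxsA at -1.04 ± 0.07, ibpA at -1.03 ± 0.08 and dnaK at -1.02 ± 0.12. All 3 calls ended with scaling by total signal (-0.93, -0.92 and -0.91), with the larger pseudocount (-0.74, -0.75 and -0.72), with the origin to terminus trend removed and with division by the median within 10 kb, and those at ibpA and dnaK with the other window (-0.78 and -0.75). The dnaK call also ended without CpxR duplicate 2, KdpE duplicate 1, PhoB duplicate 2 or ZraR duplicate 1 (between -0.99 and -0.95). The window totals given for single regulators count higher windows. At the same thresholds 58 windows were lower in BaeR, 235 in CpxR, 144 in KdpE, 410 in PhoB and 42 in ZraR. Over all 80 tests of a list in a contrast, camera called 30 at the preset correlation and 0 with an estimated correlation, whose smallest adjusted p was 0.0645. With the estimated correlation 18 had an unadjusted p under 0.05, and fry, which tests whether a list's windows move on balance one way and compares them with no other windows, called 61.

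Binding regions called without other libraries gave 54 for BaeR, 87 for CpxR, 32 for KdpE, 17 for PhoB and 159 for ZraR. The highest lay between kdpF and ybfA in KdpE (728151 to 729350, 340.1 ± 20.4 times the local background), at yccA in CpxR (237 ± 17.5), between zraP and zraS in ZraR (103 ± 5.87), between spy and astE in BaeR (45.1 ± 1.55) and between pstS and glmS in PhoB (11.2 ± 0.12). Summits lay between genes for 53.7% of BaeR, 70.1% of CpxR, 62.5% of KdpE, 17.6% of PhoB and 37.1% of ZraR regions, against 10.7% of the chromosome. Transfer or ribosomal RNA genes were within 300 bp of 40.9% of ZraR regions, 18.8% of KdpE, 16.7% of BaeR, 3.45% of CpxR and 0 of the 17 PhoB regions, against 1.5% of positions. The counts moved most with the fold threshold, ZraR from 333 at 3-fold to 72 at 10-fold and PhoB from 131 to 1. With the background taken within 2.5 kb, PhoB had 1 region, BaeR 32 and ZraR 100.

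Regions of BaeR, CpxR, KdpE and ZraR coincided with each other. BaeR and ZraR shared 39 regions where circular-shift permutations gave 1.07 on average, KdpE and ZraR 26 (0.606), CpxR and ZraR 21 (1.74), BaeR and CpxR 20 (0.453), BaeR and KdpE 14 (0.194), and CpxR and KdpE 7 (0.297), each with an adjusted p of 0.0017 (p = 0.001 being the smallest that 1000 shifts give). Shifts moved regions to any position, while the regions favoured gaps between genes and, in BaeR, KdpE and ZraR, stable RNA genes. The test therefore does not separate shared sites from a shared preference for such places. In total 23 regions were shared by 3 or more regulators, 6 of them by 4, including the transfer RNA gene thrW (262751 to 263050), the gap between yffP and yffQ (2563151 to 2563650), raiA (2736851 to 2737600), the 6S RNA gene ssrS (3055751 to 3056300), the gap between uxaC and exuT (3244701 to 3244900) and cspA (3719801 to 3720300). At yffP and yffQ the fold over local background was 26.1 in BaeR, 8.40 in CpxR, 18.3 in KdpE, 2.72 in PhoB and 27.2 in ZraR. PhoB shared 0 regions with the others, where shifts gave at most 0.35 on average, so an absence of overlap was not detectable with 17 regions. At the 3-fold threshold PhoB and CpxR shared 19, against 6.17 from shifts (adjusted p = 0.0014). At 10-fold CpxR and KdpE were no longer past the threshold (1 shared, adjusted p = 0.052), and BaeR and CpxR shared 0.

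The median distance between the highest position of each strand was 25.3 bp in BaeR, 32 in CpxR, 42 in KdpE, 21 in PhoB and 34.5 in ZraR. The median difference between duplicates for the same region was 10 bp in BaeR, 28 in CpxR, 8 in KdpE, 22 in PhoB and 15 in ZraR, so the regulators were not ranked by it.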

Values the study reported

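For BaeR in ethanol the study reported 21 binding peaks upstream of 17 operons holding 32 genes. For CpxR in ethanol it reported 44 peaks upstream of 16 operons with 30 genes. KdpE was reported with 31 peaks upstream of 37 genes, and PhoB with 12 peaks upstream of 17 genes. For ZraR the study described one additional direct target, mgtA, and 12 remaining peaks.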

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

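Library quality weights, removal of the origin to terminus trend, division by the median within 10 kb, the border at the largest step, the larger pseudocount for BaeR against CpxR and list counts outside the window and the block were chosen after seeing the data. Of 173 called values of windows chosen by the naming rule, the larger pseudocount ended 50, division by the median within 10 kb 33, the window from 500 bp to the gene end 28, capped positions 22, scaling by total signal 21 and removal of the trend 13. Leaving out 1 library ended between 1 and 8, and leaving BaeR or CpxR out of the other's background 5 of 61. Limma without trend, library weights and the block ended 0, and none of the alternatives reversed a called value. Capped positions moved 33 of the 173 by over 1.5 times, the larger pseudocount 34, the median within 10 kb 15 and the other window 11. Leaving BaeR or CpxR out of the other's background moved 10 of the 61 by that much. The 10 times larger pseudocount lowered the called windows to 24 for BaeR, 102 for CpxR, 30 for KdpE, 169 for PhoB, 383 for ZraR and 120 for BaeR against CpxR. Total signal scaling gave 114 for BaeR and 390 for ZraR, the window from 500 bp to the gene end 48 for KdpE, and the median within 10 kb 260 for PhoB. At cpxR the CpxR log2 fold change fell under the fold threshold at 0.64 with that window and at 0.81 with capped positions. Over the libraries left out in turn, called windows ranged from 61 to 78 for BaeR, 206 to 277 for CpxR, 56 to 81 for KdpE, 509 to 588 for PhoB, 710 to 754 for ZraR and 284 to 755 for BaeR against CpxR. An arm left with 1 library was assumed to vary like the others. With the replicate number as a block, BaeR against CpxR had 303 windows and the other counts did not move. Deviations of replicate 1 correlated between -0.0981 and 0.0794 over regulators, so the numbers do not pair the libraries.

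Regions numbered 218 for BaeR, 260 for CpxR, 128 for KdpE, 131 for PhoB and 333 for ZraR at 3-fold, and 5, 22, 9, 1 and 72 at 10-fold. A background within 2.5 kb left 32 for BaeR, 1 for PhoB and 100 for ZraR. CpxR duplicate 2 alone gave 136 and PhoB duplicate 1 alone 29. Camera called 30 of the 80 list tests and 0 with an estimated correlation, where 18 had an unadjusted p under 0.05. Fry called 61, but it tests a shared direction of a list's windows and compares them with no others. For the tag junction, zraR, the difference of tagged minus other libraries, not past its threshold, changed sign at a width of 200 bp (0.00789). Border distance became 31.8 bp for BaeR and 9.0 for PhoB with smoothing over 15 bp, and without smoothing 25.5 for CpxR and 47.0 for PhoB. With the largest step of depth as border it became 82.8 for BaeR, 65.0 for CpxR, 62.8 for KdpE and 76.0 for ZraR. The cause of these moves was not tested. The filter on low windows removed none and so tested nothing. Searches for recognition sequences with more or fewer mismatches were not run. In CpxR duplicate 2, the 227729 distinct read starts limit the independent fragments behind each value.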

Other observations

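In ZraR, the tests of copy number and near-identical gene copies were chosen after related values had been seen. The same holds for the PhoB tests of copy number and acquired DNA and both tests made for the shared regions. It also holds for the count of windows moved by the cap and the rule reading the shared regions by an exact 95% interval. In KdpE, 11 windows of flagella and motility genes had a median log2 fold change of 0.52, with 0 called and 9 past limma's adjusted p but under the fold threshold (fry adjusted p = 3.626e-04, camera adjusted p = 4.788e-04, adjusted p = 0.0949 with an estimated correlation), fliA standing at 0.73 ± 0.16. In ZraR, 2 of 8 envelope stress sigma-E windows were higher, the small RNA gene micA at 1.56 ± 0.11 and the outer membrane assembly gene bamA at 1.09 ± 0.13 (camera adjusted p = 0.0222, adjusted p = 0.195 with an estimated correlation). With the window from 500 bp to the gene end camera gave that list 0.0666, and the bamA call ended with the larger pseudocount (0.70), scaling by total signal (0.68) and division by the median within 10 kb (0.49). Of the 8 potassium transport windows, kdpF was the 1 called higher in KdpE, and trkA was higher in PhoB at 1.22 ± 0.09 (not called with the larger pseudocount, at 0.79, or with division by the median within 10 kb, at 0.61). Galacturonate and glucuronate genes had 2 of 8 windows higher in KdpE (uxaB 1.92 ± 0.10, uxaC), 1 of 8 higher in ZraR (uxaB), and 4 of 8 lower and 1 higher in PhoB (camera adjusted p = 0.150, 0.128 and 0.286). With the larger pseudocount 1 was higher in KdpE and 1 lower in PhoB. Among 23 sigma-54 windows ZraR was higher at 2, the overlapping windows of zraP and zraS, which share 1 site. KdpE was higher at glnH (1.19 ± 0.13, and 0.82 and not called with the larger pseudocount). Of 21 promoters of other response regulator genes, CpxR was higher at 1, rcsD, and PhoB lower at arcA (-1.08) and pyrS (-1.03). Both PhoB calls ended with the larger pseudocount (-0.77 and -0.57) and with division by the median within 10 kb (-0.95 and -0.87), that at arcA also with the other window (-0.97), and that at pyrS with scaling by total signal (-0.96) and without PhoB duplicate 2 (-0.97). The signal fell from the replication origin to the terminus in each library, with a ratio of 2.19 and 2.20 in BaeR, 1.93 and 1.98 in CpxR, 1.33 and 1.31 in KdpE, 1.72 and 1.75 in PhoB, and 2.03 and 2.06 in ZraR. Region counts are not set against the study's peak numbers, since the thresholds differ.

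In ZraR, transfer RNA windows had a median log2 fold change of 1.499. Removing the origin to terminus trend left 1.47. The ZraR trend (ratio 2.03 and 2.06) lay within the range of the other regulators (1.31 to 2.20), so its removal could move the median little. This argues against the replication gradient as the whole cause, while copy number local to these genes was not tested. The 14 genes listed as having a sequence present once stood at 1.57 (1.48 and 1.68 in the duplicates). That list was not checked against a genome sequence, and each window reaches 300 bp outside its gene, where other transfer RNA genes can lie. Within these limits the value argues against reads shared between copies as the whole cause. Capping piled-up positions moved 67 of the 733 ZraR windows called by over 0.1 (log2) but 0 of these 16, and left the median at 1.499, which argues against positions above the cap as the cause. Bodies of 54 ribosomal protein genes were also higher (median 1.12, 1.13 and 1.11 in the duplicates), so a candidate explanation is signal over highly transcribed genes, and whether the regulator or the zinc medium brings it cannot be told apart in this design.

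In PhoB, 544 windows were called, many in runs as at waa. Removing the origin to terminus trend left 549. The PhoB trend (ratio 1.72 and 1.75) lay within the range of the other regulators (1.31 to 2.20), so its removal could move windows little. This argues against the replication gradient as the whole cause. A copy number change local to a run was not tested, since no input library was used here. Spread from focal regions cannot be told apart, since 43.4% of the called windows lay within 500 bp of a PhoB region at 3-fold, between the bounds set beforehand. Prophage genes, as DNA acquired from other organisms, had a median log2 fold change of 0.45 over 282 windows. Of these 63 were called, against 544 of all 9302 windows. Prophage medians differed, with Qin at 0.85, Rac at 0.71 and CP4-57 at 0.05, which leaves acquired DNA open. Phosphate starvation, the medium of this group alone, remains untested.

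For the 23 regions shared by 3 or more of BaeR, CpxR, KdpE and ZraR, bleeding of reads between libraries was considered. Bleeding would put a like share of each strong region into the other libraries. The share was measured on the highest regions of each of these regulators, not on the 23. Those include regions outside the 23, such as kdpF in KdpE and zraP in ZraR. The highest ratio of the lowest to the median share was 0.232. For those highest regions this argues against bleeding as the whole cause, and the 23 were not tested on their own. Transfer or ribosomal RNA genes lay within 300 bp of 5 of the 23 (21.7%, exact 95% interval 7.46% to 43.7%), so they could account for part of the set at most. Antibody or crosslinking background common to the strains was not tested, since no mock library was used here. Regulator and medium stay open as well.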
